A study of Mus musculus with 54 samples. Its data were reported in "Mesenchymal-epithelial crosstalk shapes intestinal regionalisation via Wnt and Shh signalling" (2022).

How the data were processed

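RNA was measured in 54 libraries of sorted cells from the fetal mouse intestine, which fall into 20 groups by their labels. Of these groups, 17 hold 3 libraries each, and the 3 vehicle groups hold 1 library each. Library construction used a stranded total RNA kit for low input with depletion of ribosomal RNA. Per the labels and the study's methods, reads were aligned to the mouse mm10 build with Rsubread, counted over RefSeq gene models with strand taken into account, filtered for low counts, scaled with edgeR and tested with limma-voom. Reads that align equally well at more than 1 site could enter these counts, so members of near-identical families are treated as uncertain here.

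The deposited tables hold RPKM values (reads divided by gene length and by the mapped reads of the library), which the authors computed with edgeR from their filtered gene counts after scaling each table on its own. There were 4 tables: E16.5 epithelium with both PDGFRA sorts (27 libraries, 16901 genes), CD29-HIGH with PDGFRA-MED (18 libraries, 15894 genes), the E16.5 inhibitor experiment with the untreated epithelium (21 libraries, 15347 genes) and E13.5 epithelium (6 libraries, 14783 genes). The tables repeat 18 library columns. Tests were run within a table only, and every library was counted once within a test. Gene symbols came from the tables for 16582 of 17393 gene IDs and from RefSeq (assembly GRCm38.p6) for 450 more, and 361 IDs stayed without a symbol. Gene positions are those of the same RefSeq assembly.

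Because an RPKM value is a whole number of reads divided by gene length and library size, the reads behind each value were recovered from the low values and the gene lengths. With a tolerance of 0.01 reads, 100% of the values of genes with a length came out whole, and the repeated columns gave identical reads in 100% of the values compared. The number of genes without a length was 199, 155 and 197 in the CD29-HIGH, inhibitor and E13.5 tables, and these genes were left out of tests on reads. The recovered totals were 15100000 to 26700000 reads per library. An RPKM of 1 for a gene of 1 kb stood for 14.8 to 26.7 reads, which sets the precision of low values and covers counting error only. Libraries of the same group were compared before averaging: over 69 pairs, chi-square per degree of freedom ranged from 8.32 to 62.2 among genes with at least 20 reads, and Spearman's rho across genes from 0.973 to 0.9956, so no pair looked like a library deposited again.

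The following choices were made before the data were examined. Differences were tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.5), with a mean-variance trend and robust moderation, using treat with a minimum log2 fold change of 0.5 and a Benjamini-Hochberg adjusted p under 0.05. The minimum change and threshold follow the study's methods. Genes were kept with an RPKM of at least 1 in at least 3 libraries of a table, which left 14732, 13334, 12865 and 12473 genes in the order given above. A fold change on this scale understates the change of genes with low values. The replicate number was a block in the fits, since the study's model treats it as the mother. The inhibitor and vehicle fits had no block, because a dam received either the inhibitor or none, so that replicate numbers of treated and control libraries do not name the same mother, and the 3 untreated libraries and the vehicle library of a region were pooled as 4 controls. The labels do not identify dams or litters, and nothing here shows whether the 3 inhibitor libraries of a region come from different litters, so p-values measure only the spread between the libraries sampled. For the mesenchymal sorts, a gene counted as different when it passed in all 3 regions, and the p printed is that of the mean over regions. For the regional comparisons, a gene counted when it passed between any 2 regions of a sort.

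Same-numbered libraries deviated together in part. The mean correlation of their deviations from the group means was 0.137 in the epithelium and PDGFRA table (59 of 108 pairs over 0.1), 0.239 in the CD29-HIGH table (32 of 45), 0.212 in untreated epithelium of the inhibitor table (7 of 9), 0.0579 among the inhibitor libraries (3 of 9) and 0.2 at E13.5 (2 of 3). Differently numbered libraries had means between -0.119 and -0.0292. Centring each group on its mean forces these below 0 wherever the same-numbered mean is above 0, so they add no evidence of pairing.

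Gene groups were 32 lists of pathways, cell types and regional genes, fixed in advance. Some list members, among them Osr2, Fzd10, Onecut2, Gata4, Insl5, Rarres1 and Defa20, and part of the Wnt target list had been shown by the study on these samples. Results for a few genes, which still count in their lists, are not reported here. Counts per list are given over all genes tested and, where different, adjusted over the list alone. Lists of at least 3 genes were also compared with the other genes by camera with a preset correlation of 0.01 between genes. Of 428 such list tests, 136 were called, and 13 of these calls hold with an estimated correlation: in distal against proximal epithelium, the proximal regulators and the distal genes; in distal against proximal mesenchyme, the Hox genes of paralog groups 6 to 13 in each of the 3 sorts and the interferon genes in PDGFRA-HIGH; between sorts, those same Hox genes in both comparisons, the proximal and distal epithelial genes, and the Wnt ligands; and for the inhibitor, the enteroendocrine and Cajal cell lists in the difference between regions. The genes named in the text are up to 8 per direction with the largest change past the threshold, a mean RPKM of at least 2 in the higher group and the same direction in every same-numbered pair (or every inhibitor library beyond every control), up to 4 per list with the smallest adjusted p, and a fixed set of genes the study examined, such as Shh, Axin2, Lgr5, Gata4 and Wnt5a.

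The fits were tested on simulated data with 100 genes changed by each of 2 sizes. The changed genes had a mean RPKM of at least 2 in the base group, so the shares do not cover lower levels. At a log2 change of 1, 68% were called for distal against proximal epithelium (12805 genes), 46% for PDGFRA-HIGH against PDGFRA-MED (13360 genes), 56% for CD29-HIGH (13142 genes), 75% for the inhibitor in distal epithelium (12473 genes), 45% for its difference between regions (12463 genes), 72% for vehicle against untreated (12464 genes) and 10% at E13.5 (12370 genes). At a log2 change of 2 the shares were 99%, 97%, 98%, 100%, 96%, 99% and 86% in that order. Limma-voom was tested on separately simulated reads for distal against proximal epithelium (16901 genes). It called 6% at a log2 change of 1 and 96% at 2.

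Alternatives fixed in advance were pseudocounts of 0.1 and 1, no filter, a filter at an RPKM of 5, quantile normalization, median ratio scaling, eBayes with an observed change beyond 0.5, moderation without the robust option, fits with and without the replicate block, fits of only the groups compared, other control sets, a term for the experiment, the mother as a random effect, and leaving out each library in turn. Limma-voom on the recovered reads, the same with a replicate block, and fits without the 3 mid inhibitor libraries were added after seeing the data.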

Results

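The data set describes the transcriptome of sorted cells along the developing mouse small intestine. At E16.5 the intestine was divided into 5 sections, of which the first, the middle and the last were sequenced as proximal, mid and distal. From each, epithelial cells (EpCAM+) and 3 kinds of EpCAM- mesenchymal cells were sorted after exclusion of endothelial (CD31) and blood (CD45) cells: PDGFRA-HIGH cells, PDGFRA-MED cells with a medium level of CD29 (integrin beta 1), and CD29-HIGH cells. Each of these 12 groups holds 3 libraries. At E13.5 the intestine was divided into 3 regions, and epithelium of the proximal and distal region was sequenced, with 3 libraries each. In a separate experiment, pregnant mice carrying embryos with the label Top.CFP received LGK974 2 times a day from E12.5 to E16.5. LGK974 inhibits porcupine, the acyltransferase that Wnt ligands need for secretion. Epithelium of the 3 regions was then sorted at E16.5, with 3 inhibitor libraries and 1 vehicle library per region. The untreated libraries carry the label C57Bl/6J. Depth was 15100000 to 26700000 recovered reads per library. Below, log2 fold changes on the log2(RPKM + 0.5) scale are given ± SE, levels as mean RPKM ± SD, with n = 3 libraries per group unless stated, and adjusted p-values are those of limma with Benjamini-Hochberg adjustment.

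The comparison of PDGFRA-HIGH with PDGFRA-MED cells asked which genes set apart these mesenchymal populations along the whole intestine. Pdgfra itself (gene ID 18595, GRCm38.p6 chromosome 5, 75151322 to 75198206) was higher in the PDGFRA-HIGH sort by 3.41 ± 0.116 (limma, adjusted p = 1.4e-14, 9 of 9 same-numbered pairs), and reached 1071 ± 126 RPKM in proximal cells against 71.6 ± 10.5 in PDGFRA-MED cells. Itgb1, which encodes CD29, differed by 0.53 ± 0.0486 and did not pass the test, except under quantile normalization (0.81). The largest differences were in Glp2r, the receptor for glucagon-like peptide 2, at 6.25 ± 0.0759, Slco2a1, a prostaglandin transporter, at 6.16 ± 0.0814, and Lama5, the laminin alpha 5 chain of basement membranes (gene ID 16776, chromosome 2, 180176373 to 180225904), at 5.92 ± 0.0909 (limma, adjusted p = 6.39e-21). Lower in PDGFRA-HIGH cells were the B cell chemoattractant Cxcl13, at -5.94 ± 0.173, and the small proteoglycan Ogn, at -5.45 ± 0.164. In all 3 regions 1147 genes were higher and 1184 were lower in PDGFRA-HIGH cells, each gene named here in 9 of 9 pairs.

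Secreted signals differed in many members. Among 17 BMP ligands and antagonists 10 were higher, among them Bmp2 (4.51 ± 0.0936), Bmp5 (4.13 ± 0.0744) and Bmp7 (3.05 ± 0.0569), and Gdf6 was lower (-3.44 ± 0.1). Of 10 genes that respond to BMP signalling 7 were higher, including Id1 (3.45 ± 0.12), Id2 (3.23 ± 0.0962) and Smad6 (2.10 ± 0.049). The calls of both BMP lists by camera were lost with an estimated correlation (adjusted p = 0.202 for each). Of 59 other secreted ligands 18 were higher and 15 lower (16 lower adjusted over the list alone), with the growth factors Fgf9 (5.63 ± 0.0838) and Nrg1 (5.38 ± 0.0853) among the higher ones. Among 7 Wnt ligands Wnt2b was lower, at -3.63 ± 0.0712, together with Wnt9a, and 5 did not pass in every region. Wnt5a was higher by 1.90 in proximal and 1.53 in mid cells, while its distal value of 0.68 did not pass, except without replicate 2 of distal PDGFRA-MED cells (mean 1.41). The R-spondins, which amplify Wnt signalling, were lower for Rspo1 (-1.92 ± 0.13) and Rspo2 (-2.32 ± 0.0989), and Rspo3 differed by -2.23, -0.93 and -0.40 in proximal, mid and distal cells. Of 23 canonical Wnt targets 7 were higher, including Tnfrsf19 (4.38 ± 0.121), and 3 were lower, including Myc (-1.58 ± 0.0775) and the cyclin Ccnd1 (-2.20 ± 0.126). Part of that list had been shown by the study on these samples, so its count is not independent evidence. Of 16 Hedgehog pathway genes 5 were higher, among them the receptor Ptch1 (1.72 ± 0.0426) and the transcription factor Foxl1 (2.27 ± 0.0765), and 4 were lower.

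Matrix and cell cycle genes separated the sorts as well. Of 26 basement membrane genes 9 were higher (12 adjusted over the list alone), including Col4a5 (5.46 ± 0.0893), Npnt (5.31 ± 0.145) and Lamb1 (1.71 ± 0.0641), and 2 were lower, including Lama2 (-2.75 ± 0.0672). Of 26 genes of fibrillar collagen and interstitial matrix 10 were lower (12 adjusted over the list alone), such as Dcn (-3.21 ± 0.169), and Col12a1 was higher (2 higher adjusted over the list alone). Of 55 genes of DNA replication and the cell cycle 49 were lower (51 adjusted over the list alone), with Mcm6 at -2.77 ± 0.0781 and Mcm10 at -2.51 ± 0.0774. With an estimated correlation, camera's calls for these 3 lists were lost (adjusted p = 0.669, 0.882 and 0.334). Of 26 immediate early and heat shock genes 15 were higher (16 adjusted over the list alone, adjusted p = 0.602 with an estimated correlation), such as Ier3 (3.84 ± 0.113) and Zfp36 (2.59 ± 0.126). Markers of other cell types moved too. Of 18 enteric neuron and glia genes 11 were lower (13 adjusted over the list alone, adjusted p = 0.882 with an estimated correlation), while the endothelin receptor Ednrb was higher at 3.88 ± 0.0985. Summed endothelial markers stood at 91.3 ± 3.47 RPKM in proximal PDGFRA-HIGH and 28.1 ± 0.164 in proximal PDGFRA-MED libraries. The retinoic acid enzyme Cyp26b1 was higher (3.21 ± 0.0936) and the carrier Crabp1 lower (-2.48 ± 0.0721), among 5 of 14 pathway genes higher and 4 lower.

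The comparison of CD29-HIGH with PDGFRA-MED cells asked what distinguishes the third mesenchymal sort. CD29-HIGH cells carried the contractile genes of smooth muscle. Actg2, the enteric smooth muscle actin (gene ID 11468, chromosome 6, 83512909 to 83536251), was higher by 7.96 ± 0.15 (limma, adjusted p = 1.2e-13, 9 of 9 pairs), at 8248 ± 665 RPKM in proximal cells against 34.2 ± 20.6. Of 26 smooth muscle genes 25 were higher, with Cnn1 at 7.64 ± 0.2, Myh11 at 6.76 ± 0.103, Acta2 at 5.50 ± 0.0598 and Des at 5.18 ± 0.0629, although camera's call for the list was lost with an estimated correlation (adjusted p = 0.244). Itgb1 was higher by 1.38 ± 0.0473 and Pdgfra lower by -4.16 ± 0.273, both in 9 of 9 pairs. In all 3 regions 1269 genes were higher and 945 were lower in CD29-HIGH cells.

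CD29-HIGH cells also differed in secreted antagonists. Of 18 BMP ligands and antagonists 6 were higher, among them the antagonists Grem1 (5.92 ± 0.0839), Nog (4.03 ± 0.0706), Fst, Chrdl1 and Chrdl2. The 7 that were lower were Gdf6 (-3.78 ± 0.126), Bmp1, a procollagen protease, and 5 BMP ligands. The R-spondin Rspo3 was higher (2.54 ± 0.0647), Rspo2 was lower (-2.74 ± 0.102), and the Wnt ligands Wnt9a (1.38 ± 0.0724) and Wnt2b (-3.32 ± 0.106) went opposite ways. Of 18 Wnt targets 6 were higher, among them the feedback inhibitor Nkd1 (2.98 ± 0.0361), and Ephb2 was lower (-1.80 ± 0.0721). The epidermal growth factor receptor regulator Lrig1 was higher by 2.85 ± 0.0295 in CD29-HIGH and by 0.96 ± 0.0395 in PDGFRA-HIGH cells, each against PDGFRA-MED cells. Of 24 basement membrane genes 9 were higher (10 adjusted over the list alone), including Lama5 (4.65 ± 0.0691) and Npnt (4.32 ± 0.0714), and 5 were lower. Of 26 interstitial matrix genes 17 were lower (adjusted p = 0.656 with an estimated correlation), including Dcn (-4.51 ± 0.171) and Lum (-3.29 ± 0.104). Gdnf, the ligand that enteric neuron precursors need, was higher (2.34 ± 0.0538), and so was Ano1 (2.92 ± 0.121), a channel of the interstitial cells of Cajal, as 2 of 5 markers of those cells were higher and Etv1 was lower (-1.07 ± 0.055). Summed smooth muscle markers stood at 38223 RPKM in proximal CD29-HIGH against 1164 in proximal PDGFRA-MED libraries.

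**Figure D1:**
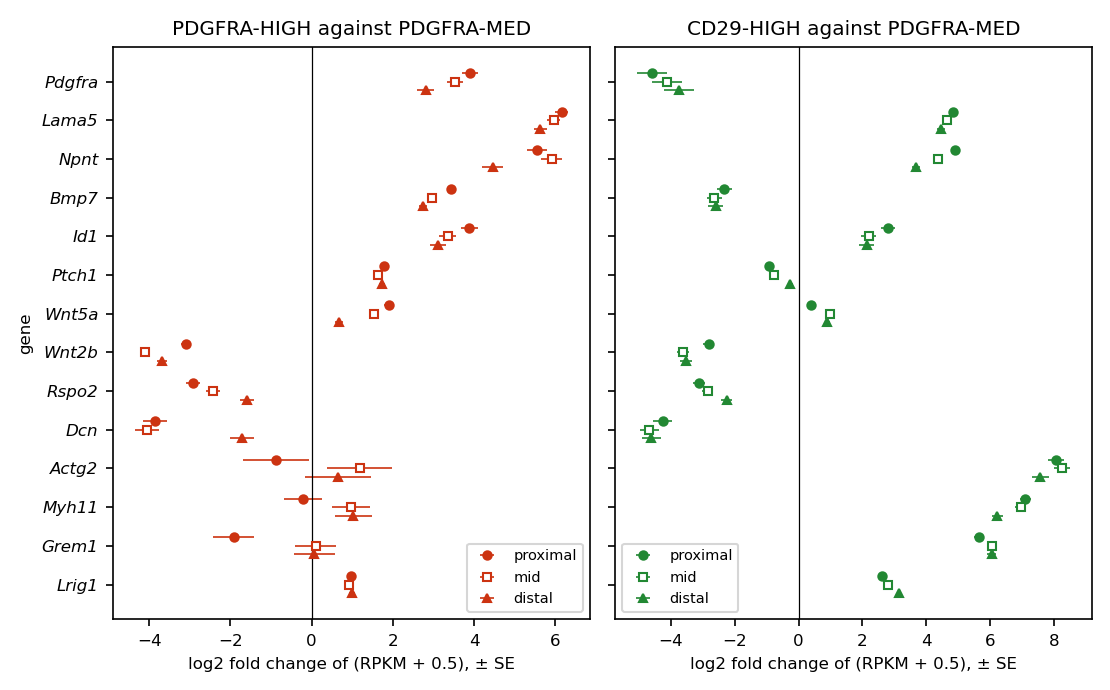
Log2 fold changes ± SE of 14 genes in PDGFRA-HIGH against PDGFRA-MED cells and in CD29-HIGH against PDGFRA-MED cells, for proximal (circles), mid (open squares) and distal (triangles) cells, with 3 libraries per group. Lama5 and Npnt lie above 0 in both comparisons, Pdgfra lies on opposite sides, and Actg2 and Myh11 reach their highest values in CD29-HIGH cells.

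Epithelium of the 3 regions was compared to find genes that follow the proximal to distal axis at E16.5. Between any 2 regions 984 genes differed, and distal against proximal epithelium had 283 higher and 584 lower genes. Distal epithelium was marked by the transcription factor Osr2 (gene ID 107587, chromosome 15, 35296098 to 35303305), at 28.1 ± 3.01 RPKM against 0.446 ± 0.195 in proximal epithelium (4.93 ± 0.252, limma, adjusted p = 4.48e-11), by the hormone gene Nts at 88.1 ± 5.37 against 3.39 ± 0.355, and by the bile acid transporter Slc10a2 at 8.52 ± 1.23 against 0.0523 ± 0.0649. Proximal epithelium was marked by Pdx1 (gene ID 18609, chromosome 5, 147270097 to 147275848), a regulator of duodenum and pancreas, at 23.4 ± 1.1 against 0.416 ± 0.224 RPKM (-4.73 ± 0.178, limma, adjusted p = 3.89e-13), by Onecut2 (-5.14 ± 0.223) and by Gata4 (-3.10 ± 0.239). The fatty acid binding protein gene Fabp1 fell from 1448 ± 382 RPKM in proximal to 1.54 ± 0.636 in distal epithelium. All of these differences held in 3 of 3 same-numbered pairs.

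Of 17 proximal regulators and stomach or pancreas genes 12 fell in distal epithelium, and of 12 distal and hindgut genes 7 rose (8 adjusted over the list alone), such as Fabp6 (3.77 ± 0.141). Both calls by camera held with an estimated correlation (adjusted p = 0.023 and 0.0127), though several members, among them Osr2, Fzd10, Onecut2 and Gata4, had been shown by the study on these samples, so these counts are not independent evidence. Of 31 genes of enterocyte absorption and lipid handling 13 fell (16 adjusted over the list alone, adjusted p = 0.973 with an estimated correlation), such as the glucose transporter Slc2a2 (-3.12 ± 0.194), and 3 rose, including Cubn (2.54 ± 0.209). Of 29 enteroendocrine genes 3 rose and 6 fell (4 and 9 adjusted over the list alone, adjusted p = 0.973 with an estimated correlation): Gcg was higher distally (3.71 ± 0.299) and Gip proximally (-4.87 ± 0.473), while Insl5 was at 4.91 ± 1.97 RPKM in distal and listed at 0 in every proximal library. The Wnt antagonist Sfrp5 was lower distally (-5.48 ± 0.178), as was the goblet cell gene Zg16 (-1.97 ± 0.177). Of 23 Wnt targets 3 rose (7 adjusted over the list alone, adjusted p = 0.42 with an estimated correlation), with Axin2 at 1.22 ± 0.122 (limma, adjusted p = 0.000151) and Lgr5 at 1.32 ± 0.169, a call that a pseudocount of 0.1 ended (1.48). The Wnt target Ephb3 fell (-0.907 ± 0.0915), a call that ended with a pseudocount of 1 (-0.68) and when only the compared groups were fitted (-0.91). Shh, the Hedgehog ligand (gene ID 20423, chromosome 5, 28456840 to 28467101), was higher in distal epithelium at 21.3 ± 5.86 against 3.47 ± 0.579 RPKM (2.43 ± 0.183, limma, adjusted p = 6.42e-08), whereas Ihh was at 28.8 ± 3.21 and 29.1 ± 2.29. Of 10 Hox genes of paralog groups 6 to 13, 3 rose, including Hoxb7 (3.497 ± 0.167) and Hoxb6 (2.92 ± 0.184), and camera's call was lost with an estimated correlation (adjusted p = 0.204). The 3 pancreatic enzyme genes named by size of change were high in proximal libraries, Amy2a5 at 1320 ± 460, Pnliprp1 at 674 ± 296 and Ctrb1 at 565 ± 273 RPKM, and their calls ended when only the compared groups were fitted (-10.61, -9.67 and -9.49) and with limma-voom (-14.65, -12.11 and -12.07). Amy2a5 has near-identical neighbours and its reads are uncertain. The proximal list above also holds a pancreas gene that fell, Ptf1a, at 3.95 ± 1.22 RPKM in proximal and listed at 0 in every distal library. Which tissue these pancreatic transcripts came from was not tested, so that count may not reflect intestinal epithelium alone.

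The same regional comparison in the mesenchymal sorts asked whether the mesenchyme is patterned along the intestine as well. In PDGFRA-HIGH cells 372 genes differed between any 2 regions. Hoxc8 (gene ID 15426, chromosome 15, 102990539 to 102994275) was at 68.5 ± 13.5 RPKM in distal cells and listed at 0 in every proximal library, and Hoxa7 was at 25 ± 3.44 against 0.0563 ± 0.0653. Hoxa4 (gene ID 15401, chromosome 6, 52189682 to 52191703) went the other way, at 1.27 ± 0.326 in distal and 53.1 ± 6.12 in proximal cells (-4.93 ± 0.228, limma, adjusted p = 2.25e-11, 3 of 3 pairs). All 10 measured Hox genes of groups 6 to 13 were higher distally, a call that held with an estimated correlation (adjusted p = 1.1e-05), and 4 of 13 genes of groups 1 to 5 were lower (5 adjusted over the list alone, adjusted p = 0.585 with an estimated correlation), including Hoxa2 (-3.24 ± 0.159), and 1 was higher, Hoxd4 (2.45 ± 0.24).

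Signalling genes of PDGFRA-HIGH cells followed the axis in both directions. Of 7 Wnt ligands 2 were lower distally, Wnt4 (-2.49 ± 0.217) and Wnt16 (-1.76 ± 0.141), while Wnt5a stood at 40.2 ± 4.51 and 39.1 ± 4.57 RPKM in distal and proximal cells. Among 10 secreted Wnt modulators Rspo3 (1.71 ± 0.154) and the antagonist Sfrp2 (2.37 ± 0.285) were higher distally, and the antagonist Sfrp1 was lower (-1.03 ± 0.144). The call of Sfrp1 ended with a pseudocount of 0.1 or no replicate block (-1.03 each), without replicate 1, 2 or 3 of proximal cells (-1.002, -1.09 and -0.998) and without replicate 1 or 2 of distal cells (-1.06 and -0.91). The guidance factor Sema3c rose distally to 180 ± 27.8 from 38 ± 2.33 RPKM, and the retinoic acid enzyme Aldh1a3 fell from 136 ± 10.3 to 5.42 ± 2.11. Of 26 basement membrane genes 4 were lower distally, including Col18a1 (-3.73 ± 0.236) and Npnt (-2.20 ± 0.251), and Col15a1 was higher. Of 26 interstitial matrix genes 4 were higher (5 adjusted over the list alone, adjusted p = 0.948 with an estimated correlation), including Postn (2.12 ± 0.238) and Lum (2.09 ± 0.267). Of 19 interferon and antigen presentation genes 4 were lower (5 adjusted over the list alone), including Gbp2 (-2.37 ± 0.251) and Psmb8 (-1.70 ± 0.211), and this call held with an estimated correlation (adjusted p = 0.0145). The transcription factors Ebf1 (3.46 ± 0.23) and Twist1 (2.92 ± 0.195) were higher distally.

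PDGFRA-MED cells showed 129 genes that differed between any 2 regions, a count that became 85 without replicate 2 of the distal and 261 without replicate 2 of the proximal group. Hoxc8 was at 33.2 ± 5.29 RPKM in distal and 0.0472 ± 0.0279 in proximal cells, and all 10 Hox genes of groups 6 to 13 were higher distally (adjusted p = 4.03e-06 with an estimated correlation). The activin antagonist Fst (3.504 ± 0.197), the chemokine Cxcl14 (3.36 ± 0.184) and Wnt5a (1.26 ± 0.105, limma, adjusted p = 0.000108) were higher distally, while Aldh1a3 (-3.14 ± 0.181), the activin subunit Inhba (-2.40 ± 0.141), the BMP antagonist Chrdl1 (-1.98 ± 0.158) and Sema3c (-1.53 ± 0.152) were lower, each in 3 of 3 pairs. Enterocyte transcripts were detected in this sort: of 31 enterocyte genes 5 were lower distally (14 adjusted over the list alone, adjusted p = 0.425 with an estimated correlation). Their summed level was 290 ± 145 RPKM in proximal and 64.5 ± 11.8 in distal PDGFRA-MED libraries, against 5298 ± 986 in proximal epithelium. Fabp1 was at 67.6 ± 48.1 RPKM in proximal PDGFRA-MED libraries, and its call ended when only the compared groups were fitted (-6.54) and with limma-voom (-9.79). It was also at 16.9 ± 17.6 RPKM in proximal PDGFRA-HIGH libraries and listed at 0 in every distal one, a call that ended under the same 2 settings (-4.58 and -8.13). Summed erythroid markers ranged from 556 to 8860 RPKM across proximal PDGFRA-MED libraries.

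In CD29-HIGH cells 301 genes differed between any 2 regions, and all 9 measured Hox genes of groups 6 to 13 were higher distally (adjusted p = 0.000968 with an estimated correlation), with Hoxc8 at 38.5 ± 1.63 against 0.00817 ± 0.0142 RPKM. Fst reached 79 ± 11 RPKM in distal against 2.08 ± 0.974 in proximal cells (5.01 ± 0.329, limma, adjusted p = 3.82e-06), and Wnt5a 45.3 ± 1.55 against 12.8 ± 1.14. Of 14 Hedgehog pathway genes the target Gli1 (1.30 ± 0.104) was among those higher distally (adjusted p = 0.514 with an estimated correlation). Of 26 smooth muscle genes 3 were lower distally (8 adjusted over the list alone, adjusted p = 0.328 with an estimated correlation), including Des (-1.26 ± 0.109), and the calcium handling gene Casq2 (-4.37 ± 0.221) and the muscle creatine kinase gene Ckm (-3.55 ± 0.16) were lower too. Igf1 (-1.97 ± 0.115), Sfrp1 (-2.04 ± 0.138), Npnt (-2.30 ± 0.124), Inhba (-3.09 ± 0.192) and Cxcl14 (-3.20 ± 0.242) were also lower, each in 3 of 3 pairs. Enterocyte transcripts were detected in proximal libraries here too. Fabp1 was at 17.7 ± 15.3 RPKM and listed at 0 in every distal library, a call that limma-voom ended (-8.155), and Apoa4 was at 11 ± 9.06 against 0.127 ± 0.0281, a call that ended without replicate 1 of proximal cells (-3.44), without replicate 1 (-3.6) or 3 (-3.586) of distal cells and with limma-voom (-6.22). Distal against proximal, 17 genes were higher in each of the 3 mesenchymal sorts, among them 9 Hox genes with Hoxc8 and Hoxa7, Fst and Twist1, and 16 were lower in each, among them Hoxa2, Hoxa4, Inhba and the enterocyte transcript Fabp1. A pseudocount of 0.1 ended the call of Fst in PDGFRA-HIGH cells (1.56).

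**Figure D2:**
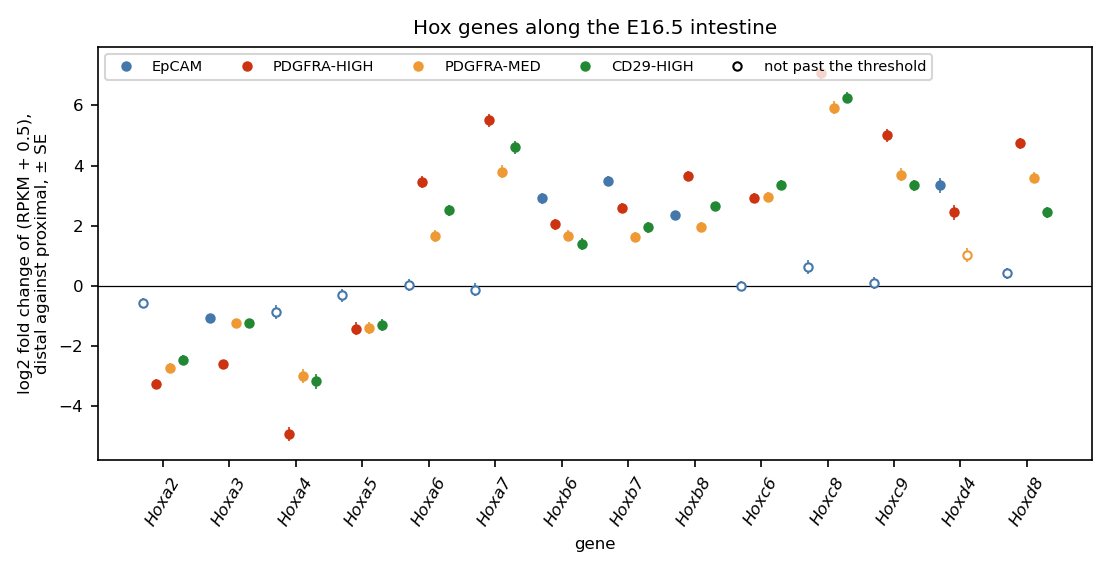
Log2 fold changes ± SE of 14 Hox genes, distal against proximal, in epithelium and the 3 mesenchymal sorts at E16.5 (3 libraries per group), with open symbols for values not past the threshold. Hoxc8 and Hoxa7 lie far above 0 and Hoxa4 below 0 in the 3 mesenchymal sorts.

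Tests of the difference between sorts asked which genes are patterned differently in each. Against the regional change of epithelium, that of PDGFRA-HIGH cells was higher for 583 genes and lower for 349. Onecut2 (4.92 ± 0.315), Pdx1 (4.61 ± 0.252, limma, adjusted p = 2.94e-10) and Sfrp5 (5.32 ± 0.252) had the higher change in PDGFRA-HIGH cells, where their mean levels were at or below 0.112 RPKM in both regions, and Osr2 (-4.91 ± 0.357) differed in the opposite direction. Hoxa7 differed by 5.63 ± 0.301, its level in epithelium being 0.104 ± 0.0768 RPKM proximally and 0.0548 ± 0.0283 distally. Of 10 Hox genes of groups 6 to 13, 8 had the higher distal change in PDGFRA-HIGH cells (adjusted p = 0.0057 with an estimated correlation). Of the 17 proximal regulators 12 had the higher change in PDGFRA-HIGH cells (adjusted p = 0.027) and of the 12 distal genes 7 the lower (adjusted p = 0.0057, both with an estimated correlation), lists with members that the study had shown on these samples. These are the counts by which both lists moved in the same epithelial libraries above. They are therefore no further evidence of patterning in PDGFRA-HIGH cells.

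Between PDGFRA-HIGH and PDGFRA-MED cells the regional change differed for 187 genes. Sema3c (gene ID 20348, chromosome 5, 17574816 to 17730268) rose distally in PDGFRA-HIGH and fell in PDGFRA-MED cells, a difference of 3.75 ± 0.215 (limma, adjusted p = 1.1e-08, 3 of 3 pairs). Wnt4 (gene ID 22417, chromosome 4, 137277635 to 137299501) went from 7.75 ± 2.49 proximally to 1.01 ± 0.664 RPKM distally in PDGFRA-HIGH cells and from 1.93 ± 0.387 to 4.56 ± 1.33 in PDGFRA-MED cells, where the change of 1.03 ± 0.217 did not pass (difference -3.53 ± 0.306). Rspo3 had a regional change higher by 1.83 ± 0.217 in PDGFRA-HIGH cells and stood at 8.51 ± 1.07 and 9.43 ± 2.52 RPKM in distal and proximal PDGFRA-MED cells. Of 7 Wnt ligands 3 had a lower regional change in PDGFRA-HIGH cells (adjusted p = 0.0452 with an estimated correlation): Wnt4, Wnt5a (-1.22 ± 0.149) and Wnt16 (-1.47 ± 0.2). A pseudocount of 0.1 ended the calls of Wnt5a (-1.25) and Wnt16 (-2.03), and fitting only the compared groups (-1.47) or limma-voom (-1.73) that of Wnt16. The regional change was also lower for Cxcl14 (-4.64 ± 0.26), Col18a1 (-3.24 ± 0.334), Nog (-1.92 ± 0.19) and Fst (-1.97 ± 0.279), and higher for Cd81 (3.34 ± 0.194) and Ebf1 (3.503 ± 0.325). Of 10 Hox genes of groups 6 to 13, 3 had the higher change in PDGFRA-HIGH cells (7 adjusted over the list alone, adjusted p = 0.0389 with an estimated correlation).

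E13.5 epithelium was compared to ask whether the regional pattern exists before villi form. There 270 genes differed, 175 higher and 95 lower in distal epithelium. Pdx1 fell from 26.6 ± 3.31 RPKM proximally to 0.171 ± 0.296 distally (-5.41 ± 0.195, limma, adjusted p = 0.000149, 3 of 3 pairs), and the retinol dehydrogenase Rdh10 fell from 10.9 ± 0.875 to 1.94 ± 0.358. The transcription factors Meis2 (-2.95 ± 0.231), Nkx6-2 (-2.86 ± 0.274) and Onecut3 (-2.31 ± 0.227) were lower distally, and Hoxb6 (3.12 ± 0.216), Cdx1 (2.31 ± 0.223), the kinesin Kif26b (3.54 ± 0.174) and the potassium channel Kcnk2 (3.32 ± 0.157) were higher. Onecut2 (-3.95 ± 0.762) and Gata4 (-2.17 ± 0.408) did not pass, but each passed without replicate 1 of either region (-4.78 and -2.60). Osr2 was at 56.1 ± 16.9 against 4.29 ± 0.845 RPKM and did not pass (3.54 ± 0.303, limma, adjusted p = 0.053), except without replicate 3 of either region (3.16) and without the replicate block (3.54). Shh stood at 147 ± 14.4 distally and 89.4 ± 6.84 proximally (0.71 ± 0.069, past the threshold only under quantile normalization, 0.79, and eBayes, 0.71), and Axin2 at 10.1 ± 3.03 and 4.02 ± 0.918.

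At E13.5, 3 of 9 proximal regulators fell (7 adjusted over the list alone) and 1 of 7 distal genes rose (6 adjusted over the list alone). The distal list gene Tfcp2l1 fell (-1.63 ± 0.205), a call that ended without replicate 2 (-1.39) or 3 (-1.56) of either region, without the replicate block (-1.63) and with limma-voom (-1.75). Of 6 Hox genes of groups 6 to 13, 2 rose (3 adjusted over the list alone), and of 21 Wnt targets 3 rose and 1 fell. Camera's calls for these 4 lists were lost with an estimated correlation (adjusted p = 0.504 each), and some of their members had been shown by the study on these samples. The mesenchymal marker sum was 276 ± 81.8 RPKM in distal and 49.4 ± 17.8 in proximal E13.5 libraries. Whether carried-over mesenchymal cells account for any of the E13.5 calls was not tested. The count of 270 genes became 122 without replicate 1 and 139 without replicate 2 of the proximal group, and 145 without replicate 1 and 116 without replicate 2 of the distal group.

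In the study LGK974 was given to ask whether a block of Wnt signals affects the regions of the developing small intestine differently. In distal epithelium 948 genes rose and 888 fell. The stem cell receptor Lgr5 (gene ID 14160, chromosome 10, 115450314 to 115587780) fell to 0.0247 ± 0.0145 RPKM from 5.56 ± 0.849 in untreated libraries (-3.59 ± 0.177, limma, adjusted p = 5.09e-10), Axin2 (gene ID 12006, chromosome 11, 108917828 to 108950783) fell to 3.78 ± 0.23 from 14 ± 2.36 (-1.82 ± 0.131), and Ccnd1 fell to 1.67 ± 0.57 from 18 ± 0.0979 (-3.10 ± 0.195). Each of the 3 inhibitor libraries lay below each of the 4 controls for these genes. The fetal serum protein gene Afp rose to 448 ± 96.7 from 17.7 ± 7.78 RPKM (4.87 ± 0.243, limma, adjusted p = 5.09e-10), and Fabp1 rose to 153 ± 155 from 1.48 ± 0.611.

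Of 20 Wnt targets 11 fell in distal epithelium (12 adjusted over the list alone), including Slc12a2 (-3.61 ± 0.275), Smoc2 (-2.85 ± 0.2), Tnfrsf19 (-1.99 ± 0.201), Ascl2 (-1.68 ± 0.213) and Myc (-1.23 ± 0.196). Camera's call for them was lost with an estimated correlation (adjusted p = 0.112), and part of the list had been shown by the study on these samples. All 29 enteroendocrine genes fell (adjusted p = 0.112 with an estimated correlation), among them Gcg (-6.78 ± 0.733), Scg2 (-4.63 ± 0.241) and Sct (-4.57 ± 0.249). Of 13 goblet cell genes 11 fell (12 adjusted over the list alone, adjusted p = 0.189 with an estimated correlation), such as Fcgbp (-4.99 ± 0.373), Spdef (-3.23 ± 0.254) and Atoh1 (-3.02 ± 0.178). Of 9 Paneth and antimicrobial genes 8 fell (adjusted p = 0.28 with an estimated correlation), with Defa24 at -6.97 ± 0.463, though defensin genes are near-identical to each other and limma-voom ended this call (-9.44). Nts fell to 0.0152 ± 0.0263 from 84.6 ± 5 RPKM (-6.81 ± 0.508), and limma-voom ended its call (-10.85). Of 32 enterocyte genes 25 rose (adjusted p = 0.367 with an estimated correlation), such as Apoa4 (4.002 ± 0.393), Rbp2 (3.95 ± 0.404) and Lrp2 (2.81 ± 0.155), and the disaccharidase gene Sis fell (-2.94 ± 0.211).

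Of 55 cell cycle genes 29 fell (36 adjusted over the list alone, adjusted p = 0.292 with an estimated correlation), with Mki67 at -1.62 ± 0.155 and Top2a at -1.83 ± 0.199. Of 8 BMP-responsive genes 4 fell (adjusted p = 0.112 with an estimated correlation), including Id1 (-2.55 ± 0.162) and Id3 (-2.85 ± 0.214), and Lrig1 fell by 1.497 ± 0.109. The 3 measured genes of the interstitial cell of Cajal list fell in these EpCAM+ libraries (adjusted p = 0.112 with an estimated correlation), among them Kit (-3.38 ± 0.224) and Etv1 (-2.58 ± 0.162). The name of that list does not identify the cells in which they fell. Among mesenchymal markers Vim fell (-2.26 ± 0.228), and the marker sum was 28.9 ± 5.05 RPKM against 87.6 ± 8.34 in untreated and 107 in the vehicle library. Markers of other cell types went both ways. The leukocyte gene Csf1r (2.54 ± 0.187), the endothelial gene Lyve1 (1.45 ± 0.117) and the smooth muscle gene Mylk (1.54 ± 0.195) rose, while the smooth muscle gene Tagln fell (-1.57 ± 0.258). Regional genes moved in both directions. Of 15 proximal regulators 2 rose and 2 fell, Gata4 rising by 1.35 ± 0.23, and Onecut2 stayed at 0.0389 ± 0.0365 RPKM. Of 12 distal genes 4 rose and 1 fell. Osr2 had a value of -0.78 ± 0.183 and did not pass, except against the vehicle library alone (-1.17) and with a term for the experiment (-1.15). Shh was at 8.81 ± 2.56 against 20.4 ± 5.61 RPKM in untreated libraries (-1.40 ± 0.348, limma, adjusted p = 0.0635), not past the threshold, and passed with a replicate block (-1.32), against the vehicle library alone (-2.08) and without replicate 3 of untreated distal epithelium (-1.62). In the distal vehicle library Shh was at 37.9 RPKM. Ihh was at 27.2 ± 2.55 against 27.7 ± 3.02 in untreated libraries.

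In mid epithelium 361 genes rose and 579 fell, a share of higher calls that quantile normalization moved by 10.9 points (370 and 380). Among the genes with the largest falls were Fcgbp, from 193 ± 29.3 to 0.289 ± 0.236 RPKM (-7.86 ± 0.373, limma, adjusted p = 1.77e-10), Chgb by 7.61 ± 0.456 and Ghrl by 7.44 ± 0.394. Of 29 enteroendocrine genes 28 fell and of 13 goblet cell genes 11 fell (12 adjusted over the list alone), with adjusted p = 0.0896 for each with an estimated correlation. Of 20 Wnt targets 9 fell (11 adjusted over the list alone, adjusted p = 0.112 with an estimated correlation), including Lgr5 (-2.81 ± 0.177), Smoc2 (-3.23 ± 0.2), Ccnd1 (-2.85 ± 0.195) and Axin2 (-1.63 ± 0.131). Of 8 BMP-responsive genes 5 fell (adjusted p = 0.0896 with an estimated correlation). Of 32 enterocyte genes 12 rose (18 adjusted over the list alone, adjusted p = 0.433 with an estimated correlation), among them Fabp1, which reached 4149 ± 269 from 675 ± 201 RPKM, Rbp2 (3.201 ± 0.404) and Slc2a2 (2.81 ± 0.215), and the membrane peptidase gene Mme rose as well (3.58 ± 0.246), while Sis fell (-3.33 ± 0.211). Shh fell to 1.32 ± 0.244 from 8.04 ± 3.13 RPKM in untreated libraries (-2.39 ± 0.348, limma, adjusted p = 0.000639), and the vehicle library was at 14.5. Ihh was at 28.6 ± 1.39 in inhibitor and 27.9 ± 1.41 in untreated libraries. The share of genes listed at 0 was 3.61% in mid inhibitor libraries against 0.623% in untreated mid libraries.

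In proximal epithelium 153 genes rose and 128 fell. Axin2 fell to 2.13 ± 0.356 from 5.77 ± 0.916 RPKM (-1.29 ± 0.131, limma, adjusted p = 0.000694) and Lgr5 to 0.45 ± 0.129 from 1.98 ± 0.578 (-1.49 ± 0.177), while Ccnd1 was at -0.43 ± 0.195 and did not pass. Genes that rose included the cell cycle inhibitor gene Cdkn2a (gene ID 12578, chromosome 4, 89274473 to 89294619), at 15.8 ± 8.25 against 0.574 ± 0.0535 RPKM (3.65 ± 0.229, limma, adjusted p = 7.95e-08), the p53 target Phlda3 (2.88 ± 0.243), the stress cytokine Gdf15 (2.68 ± 0.245), Dglucy (2.84 ± 0.188), Bmp3 (2.13 ± 0.209) and the gastrin gene Gast (2.05 ± 0.201). Of 20 Wnt targets 3 fell (adjusted p = 0.593 with an estimated correlation), of 13 goblet cell genes 5 (9 adjusted over the list alone, adjusted p = 0.532), of 29 enteroendocrine genes 3 (7 adjusted over the list alone, adjusted p = 0.593) and of 9 Paneth genes 4 (adjusted p = 0.593, all with an estimated correlation). Atoh1 fell by 1.51 ± 0.178, a call that ended against the vehicle library alone (-1.06). The pancreatic enzyme gene Cela2a was listed at 0 in every inhibitor library and at 38.5 ± 20.2 RPKM in untreated libraries (-4.66 ± 1.09), but it differed by -0.14 from the vehicle library alone. Its call also ended with a term for the experiment (-2.91), with the mother as a random effect or without the 3 mid inhibitor libraries (-4.66 each), without replicate 1, 2 or 3 of the untreated group (-4.34, -3.89 and -4.23) or of the inhibitor group (-4.66 each), and with limma-voom without or with a replicate block (-7.79 and -8.62). Shh did not pass, at 4.67 ± 1.06 RPKM in inhibitor libraries, 3.35 ± 0.559 in untreated libraries and 6.46 in the vehicle library. Summed erythroid markers were 13.2 ± 16.1 RPKM in inhibitor libraries, ranged from 361 to 547 in untreated libraries and were 57.6 in the vehicle library. The count of 281 changed genes became 154 without replicate 3 and 186 without replicate 2 of the inhibitor group and 438 without the vehicle library, and it was 529 against untreated and 108 against vehicle libraries alone.

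**Figure D3:**
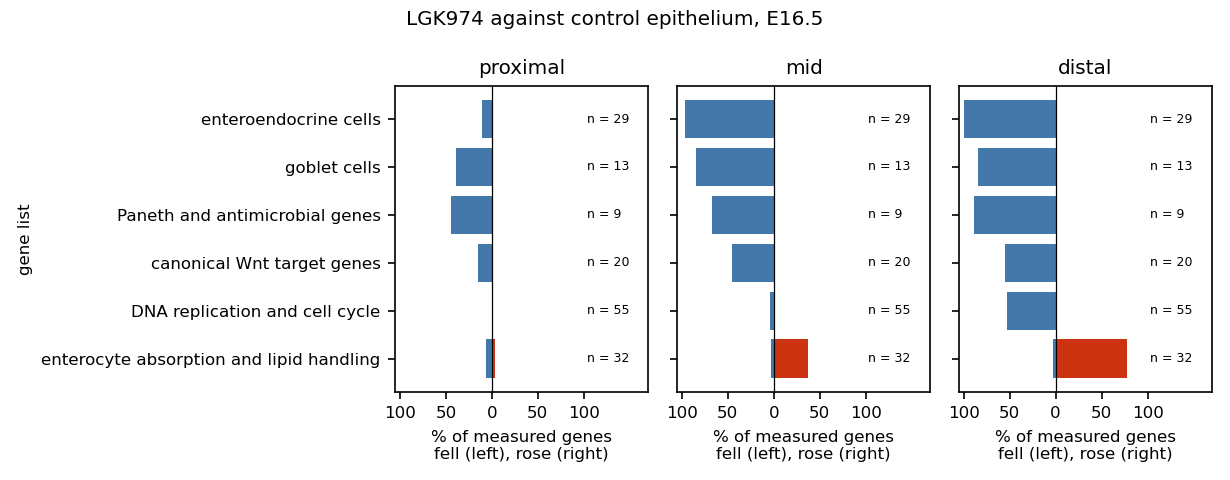
Percent of the measured genes of 6 lists that rose or fell under LGK974 in proximal, mid and distal epithelium (3 inhibitor libraries against 4 controls per region). All 29 enteroendocrine genes fell in distal and 28 in mid epithelium, against 3 in proximal epithelium.

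**Figure D4:**
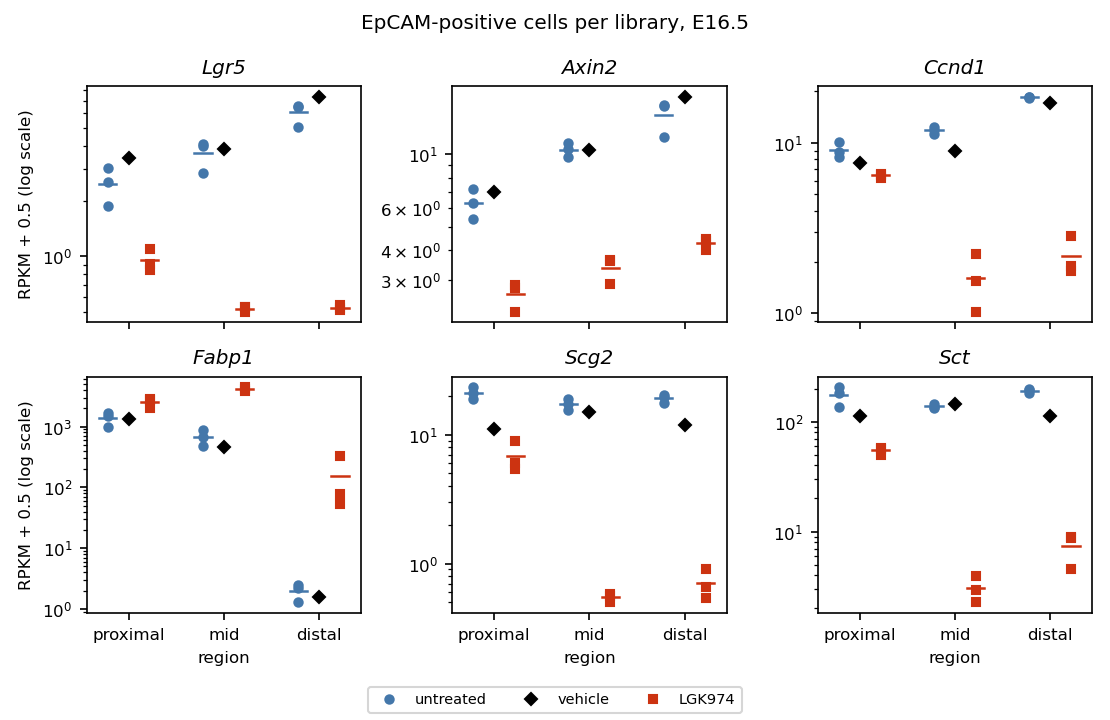
RPKM + 0.5 of 6 genes in each untreated, vehicle and LGK974 library of E16.5 epithelium on a log scale, with bars at the group means. Lgr5, Axin2 and Ccnd1 are lower in each inhibitor library of mid and distal epithelium than in each control there.

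The inhibitor's effect was compared between distal and proximal epithelium with a test of the difference itself. It differed for 670 genes, more negative distally for 363 and more positive for 307. The effect on Fabp1 differed by 5.04 ± 0.614 (limma, adjusted p = 6.1e-05), on Afp by 4.91 ± 0.344 and on the endocytic receptor gene Lrp2 by 4.13 ± 0.219. Of 29 enteroendocrine genes 26 fell more distally (28 adjusted over the list alone, adjusted p = 0.0461 with an estimated correlation), among them Neurod1 (-3.19 ± 0.27), Insm1 (-2.91 ± 0.243) and Sst, which was at 91.4 ± 23 RPKM in proximal and 0.912 ± 1.58 in distal inhibitor libraries. The 3 measured genes of the Cajal cell list, Gja1, Etv1 and Kit, also fell more distally (adjusted p = 0.0461 with an estimated correlation), with Kit at -2.45 ± 0.316. In these EpCAM+ libraries the name of that list does not identify the cells in which they fell. Of 20 Wnt targets 6 fell more distally (9 adjusted over the list alone, adjusted p = 0.157 with an estimated correlation), including Ccnd1 (-2.67 ± 0.275), Lgr5 (-2.10 ± 0.251), Slc12a2 (-3.01 ± 0.388) and Cd44 (-1.79 ± 0.23). The effect on Axin2 differed by -0.53 ± 0.185 and that on Shh by -1.60 ± 0.492, and neither passed, though Shh did with a term for the experiment (-1.60) and with the mother as a random effect (-1.60). Of 32 enterocyte genes 11 had the more positive effect distally (16 adjusted over the list alone, adjusted p = 0.307 with an estimated correlation) and 1, Sis, the more negative one. Id1 (-2.20 ± 0.23), Bmp3 (-2.82 ± 0.295) and Gast (-2.67 ± 0.284) had the more negative effect distally, and Guca2a the more positive one (2.86 ± 0.513), at 7.22 ± 1.26 RPKM in proximal and 149 ± 23.9 in distal inhibitor libraries. In each of the 3 regions 39 genes rose, among them Slc2a2, and 66 fell, among them Lgr5, Axin2 and Atoh1.

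The study also asked which distal genes need Wnt signals. Of 12705 genes tested in both comparisons, 279 were higher in distal than in proximal untreated epithelium and 884 fell under LGK974 in distal epithelium, and 53 did both, among them Lgr5, Axin2, Nts and Gcg. Independent lists of these sizes would share 19.4 genes. In 100 simulated runs of unchanged groups with the same untreated libraries in both comparisons, the limma calls shared 0 genes in every run, which is uninformative, as the runs had a mean of 0.07 distal-high and 0 lowered calls. With the controls split, the regional comparison on 2 untreated sets and the inhibitor comparison on the third set and the vehicle library, 32, 25 and 24 genes did both in the 3 arrangements, where independent lists would share 11.7, 9.82 and 8.8. Against the vehicle library alone, an arm without a replicate whose spread is taken from the other groups, 46 genes did both, where independent lists would share 17.5. In the other direction 124 genes were higher in proximal epithelium and rose under LGK974 in distal epithelium, where independent lists would share 40.1, and with the controls split these were 112, 99 and 85 genes against 28.1, 24.5 and 16.9.

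Vehicle and untreated libraries were compared because both served as controls. With 1 vehicle library per region, the spread in this test came from the untreated and inhibitor libraries alone. The p-values therefore measure no variation between vehicle libraries, and nothing here shows whether these come from 1 litter or more. Over the 3 regions 96 genes differed, 15 higher and 81 lower in vehicle libraries. The Y-linked gene Eif2s3y (gene ID 26908, chromosome Y, 1010562 to 1049134) was listed at 0 in every vehicle library and at 6.61 ± 1.88, 7.04 ± 1.25 and 6.63 ± 0.975 RPKM in proximal, mid and distal untreated libraries. Of 5 sex-linked genes 4 fell (adjusted p = 0.155 with an estimated correlation), Ddx3y by 3.54 ± 0.158 and Uty by 2.89 ± 0.193. The hormone gene Nts fell by 1.74 ± 0.125 and the goblet cell gene Zg16 by 1.71 ± 0.154, and the ubiquitin ligase gene Mid1 fell by 2.20 ± 0.255. Of 13 goblet cell genes 2 fell (5 adjusted over the list alone, adjusted p = 0.296 with an estimated correlation). Of the histocompatibility genes, H2-Bl rose by 1.78 ± 0.123 and H2-K1 fell by 0.852 ± 0.0745, a call that ended under quantile normalization (-0.82), with a replicate block (-0.86) and without the mid (-0.84) or the distal (-0.74) vehicle library. The pancreatic enzyme genes Cela1 and Rnase1 were lower in the vehicle, Cela1 by 2.36 ± 0.278, at 0.366 against 31.3 ± 12.1 RPKM in untreated proximal epithelium, and Rnase1 by 2.20 ± 0.259, at 0.789 against 20.2 ± 4.22. Both calls ended without the proximal vehicle library (-0.98 and -1.31) and with limma-voom (-3.09 and -2.675). The vehicle libraries differ from the untreated ones in strain label, litter, treatment and, by these Y-linked transcripts, the sex of the embryos at once. The count became 44 without the proximal vehicle library, 149 without replicate 3 of untreated mid epithelium, and 50 with a replicate block.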

Values the study reported

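The study reported 1342 genes with a higher level in PDGFRA-HIGH than in PDGFRA-MED cells in every region, and 1021 with a higher level in PDGFRA-MED cells. Along the length of the small intestine, it counted 560 regional genes for the PDGFRA-HIGH sort and 212 for the PDGFRA-MED sort.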

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

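Of the tests below, the comparison against vehicle libraries alone as a share of the pooled change, the count among genes with a higher level in epithelium and the bound on carried-over cells were chosen only after the result was seen, as were the fits with limma-voom. The regional change differed between PDGFRA-HIGH cells and epithelium for 932 genes by a test of the difference itself. Exchanging proximal and distal labels within each sort gave a count as large in 2 of 100 splits, the real one included, and the highest other was 1313. That split exchanges every label of the epithelium and thereby measures the sum of both regional changes. Among the 32 splits that keep the numbered pairs it was the only other one as large, and without it the highest other was 582. In the other splits the regional changes enter the spread between libraries and lower the counts. They test for no regional change in either sort, so they cannot exclude chance for the difference.

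Between PDGFRA-HIGH and PDGFRA-MED cells the regional change differed for 187 genes. Chance cannot be excluded. Over 100 splits drawn without regard to the numbered pairs, 2 were as large, the real one included, and the highest other was 256. Among the 32 splits that keep the pairs 3 were as large, the real one included, of which the sum of both changes gave 681 and another split 188. Sema3c and Wnt4 are among the genes that passed.

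The effect of LGK974 differed between distal and proximal epithelium for 670 genes, and the highest of the other splits gave 58. Those splits move the inhibitor label, so the inhibitor's effect enters the spread between libraries and lowers their counts. They test for no effect in any region and cannot exclude chance for the difference. More genes changed in distal (1836) than in proximal epithelium (281). A higher depth of the distal inhibitor libraries is argued against, since the distal count was at least 6.37 times the proximal in each of 10 thinnings of every library to the same number of reads. The difference in strain and experiment is argued against as the whole cause, since genes called in distal epithelium changed by a median of 1.07 times as much against the vehicle library alone, a single library, and since a term for the experiment, estimated from the 3 vehicle libraries, left 1934 genes changed in distal and 209 in proximal epithelium. Of the genes that fell, 55% (exact 95% binomial interval 51.6% to 58.3%) had a higher level in a PDGFRA sort than in distal epithelium, against 48% of all genes. A majority was the outcome set in advance for carry-over of fewer mesenchymal cells, so this planned test went with carry-over. Carry-over of fewer mesenchymal cells is nevertheless argued against as the whole cause by tests chosen after the result was seen. By the sum of 14 mesenchymal markers, at most 4.3% of a control library could come from cells like the 3 sorts. For 90.4% of the genes that fell (803 of 888), the fall between every control and every inhibitor library was more than that share of their highest level in a mesenchymal sort. Among 5920 genes with a higher level in epithelium the distal count was 5.59 times the proximal (4.06 to 10.1 with a library left out). No outcome was set in advance for 306 genes with at least 20 RPKM in mesenchyme and at least 10 times their epithelial level. Their median change was -0.507 (quartiles -0.972 and 0.0629) in distal and -0.0563 (-0.398 and 0.323) in proximal epithelium. Of these, 62 fell in distal epithelium, which goes with some loss of carried-over RNA there. For the other 85 of the 888 genes that fell carry-over stays open, since their fall lies within that bound. A stronger response of distal epithelium to loss of Wnt secretion may account for the rest, and differences between litters stay open with it.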

How the results depend on the processing

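Limma-voom, limma-voom with a replicate block, and fits without the mid inhibitor libraries were chosen after seeing the data. Of 7948 recomputed values of 346 named gene results, 7690 kept their direction and their side of the threshold, 200 lost the threshold, 44 gained it and 14 reversed. Leaving out a library accounts for 94 of the lost calls and limma-voom for 35. The causes were not tested except where stated.

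With eBayes and an observed change beyond 0.5, a looser test by construction, PDGFRA-HIGH against PDGFRA-MED gave 1945 higher and 2012 lower genes, CD29-HIGH 1949 and 1670, the regions of EpCAM, PDGFRA-HIGH, PDGFRA-MED and CD29-HIGH 2692, 1619, 996 and 1464, the differences of PDGFRA-HIGH from EpCAM and PDGFRA-MED 2784 and 1094, LGK974 in proximal, mid and distal epithelium 1672, 3042 and 4077, its difference 2387, vehicle 1131, E13.5 1121 and the overlap 253. The filter at an RPKM of 5, which tests fewer genes, gave 117 for PDGFRA-HIGH minus PDGFRA-MED, 601 for LGK974 mid, 435 for its difference, 142 at E13.5 and 24 for the overlap. Limma-voom gave 560 for PDGFRA-HIGH regions (361 shared), 212 for PDGFRA-MED regions (114 shared), 1571 for LGK974 mid (910 shared) and 678 at E13.5 (249 shared), and with a replicate block 1677 for LGK974 mid and 1083 for the difference. Fitting only the compared groups gave 81 for PDGFRA-MED regions. LGK974 in proximal epithelium gave 529 against untreated and 108 against vehicle libraries alone. List tests called 13 with an estimated correlation and 205 with fry.

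Leaving out a library gave 1056 to 1147 higher and 1047 to 1194 lower genes for PDGFRA-HIGH, 1187 to 1271 and 874 to 932 for CD29-HIGH, 787 to 978 for EpCAM regions, 283 to 407 for PDGFRA-HIGH, 85 (without replicate 2 of the distal group) to 261 (without replicate 2 of the proximal group) for PDGFRA-MED and 225 to 311 for CD29-HIGH regions. The differences of PDGFRA-HIGH from EpCAM and PDGFRA-MED ranged over 763 to 946 and 136 to 225. LGK974 in proximal epithelium gave 154 (without inhibitor replicate 3), 186 (without inhibitor replicate 2) and up to 438 (without the vehicle library), mid 743 to 983, distal 1472 to 1952, the difference 470 to 807 and the overlap 38 to 56. Vehicle gave 44 (without the proximal vehicle library) to 149 (without untreated mid replicate 3). E13.5 gave 116 and 145 (without distal replicate 2 or 1), 122 and 139 (without proximal replicate 1 or 2) and up to 232. Where a group is left with 1 library, that library is assumed to vary like the others.

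The replicate block moved vehicle against untreated from 96 to 50 genes, made Shh under LGK974 in distal epithelium pass (-1.32), turned Onecut2 there (-0.00154) and ended the call of H2-K1 in the vehicle (-0.86). Removing it from the other fits ended 8 and added 2 calls of named genes, and the block changed no other call. The other reversals concern Gata4 in PDGFRA-HIGH minus EpCAM (-1.51 with limma-voom), and genes that did not pass: Onecut2 in distal epithelium (-0.0949 with a term for the experiment, -0.0407, without inhibitor replicate 2, to 0.0448 with a library left out), Shh in proximal epithelium (-0.47 with that term, -0.45 against vehicle alone), Ihh in mid epithelium (0.0317 against untreated libraries alone, and -0.108 to 0.0317 with a library left out, the latter without the vehicle library), Ihh between regions (0.0344 under quantile normalization, -0.0907 to 0.0447 with a library left out, above 0 without proximal replicate 2, 0.0205, distal replicate 1, 0.00146, or distal replicate 3), Wnt5a between PDGFRA-HIGH regions (-0.0144, without distal replicate 3, to 0.107) and Rspo3 between PDGFRA-MED regions (-0.206 to 0.0372, the latter without proximal replicate 2).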

Other observations

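The tests chosen only after the result was seen are the ratios within the enterocyte list in PDGFRA-MED cells, the overlap with split controls and limma-voom. Other secreted ligands also moved in epithelium. Of 59 such genes, 3 rose (Pdgfc, Sema3c and Ereg) and 8 fell in distal against proximal epithelium. Under LGK974 in distal epithelium 4 of 30 rose, among them Fgf1, Fgf2 and Igf2, and 6 fell, among them the Notch ligands Dll1, Dll4 and Jag2. Of 8 retinoic acid pathway genes Rbp4 was among those that rose there, and Rarres1 fell.

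Exchanging sort labels within regions gave no split other than the real with any gene for PDGFRA-HIGH or CD29-HIGH against PDGFRA-MED (1 of 100 splits as large each), so chance can be excluded. It can also be excluded for the regions of EpCAM (984, highest other 516), PDGFRA-HIGH (372 and 219), PDGFRA-MED (129 and 59) and CD29-HIGH cells (301 and 78). For LGK974 the real split of 35 was the largest in proximal (281, highest other 194), mid (940 and 8) and distal epithelium (1836 and 426). With so few splits, and litters unknown, this argues against chance in mid and distal epithelium but does not exclude it. For the overlap of distal-high with lowered genes (53 and 14) the splits cannot exclude chance. They kept the distal-high list and changed at most 426 genes in distal epithelium, so their overlap was small by construction. For LGK974 the splits cannot set the inhibitor apart from strain label and experiment, in which its libraries differ from the untreated ones. Without inhibitor replicate 3 the proximal count was 154, below the highest other split of the full set, so chance stays open there. At E13.5 the 10 splits are too few for a share under 0.05 (270, highest other 0), and so are the 4 splits that move the vehicle label among sets of same-numbered control libraries (96, highest other 0).

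The count of regional genes in PDGFRA-HIGH cells was 372. That is lower than the value quoted from the study above. The count in PDGFRA-MED cells was 129. That, too, is lower than the quoted value. The choice of test and filter closes this gap, since limma-voom on the recovered reads, without the filter on RPKM, gave 560 and 212 genes. It also gave 1342 genes higher in PDGFRA-HIGH than in PDGFRA-MED cells in all 3 regions, against 1147 here, but 1673 lower genes against 1184 here, so it does not bring every count to the quoted value.

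Enterocyte transcripts in proximal PDGFRA-MED libraries stood at a median of 4.23% of their level in proximal epithelium over 24 genes, against 1.12% for 21 other epithelial genes, a ratio of 3.77 (3.46 to 3.8 per library). Fabp1 was at 4.67%, Apoa4 at 5.53% and Epcam at 1.15%. This ratio was over the bound of 3 that had been set to argue against carried-over epithelial cells, but that bound assumed that every epithelial cell type is carried over in equal proportion. The shares of the enterocyte genes had quartiles of 3.09% and 5.54%, a ratio of 1.79, so RNA of differentiated enterocytes is a candidate source, though the sort excluded EpCAM+ cells. Transcription of these genes in PDGFRA-MED cells cannot be told apart from it, since no value here locates the RNA.

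The overlap of distal-high genes with genes lowered by LGK974 was 46 against the vehicle library alone, where independent lists would share 17.5, but that control arm has no replicate and takes its spread from the other groups. With the controls split by replicate number, so that no library served both comparisons, the overlap was 32, 25 and 24 genes where independent lists would share 11.7, 9.82 and 8.8. It was at least 2.55 times the latter in each of the 3 arrangements, which argues against the shared untreated libraries as the whole cause. A hypothesis was that LGK974 lowers the early distal programme. The 119 genes distal-high at E13.5 had a median log2 fold change of -0.1 (quartiles -0.425 and 0.48) under LGK974 in distal E16.5 epithelium, 19 rising and 12 falling (camera, adjusted p = 0.936 with an estimated correlation), which does not decide it. Another was that the same regional genes mark both ages: 97 genes passed in the same direction, 52 distal-high where independent lists would share 2.7 (Fisher's exact p = 5.9e-54) and 45 proximal-high where they would share 2.21 (Fisher's exact p = 1.4e-49), and 1, Adamts16, passed in opposite directions. Genes are not independent replicates, and several distal-high members are near-identical predicted genes. The mesenchymal marker sum was also higher in distal than in proximal E13.5 libraries, and carry-over of mesenchymal cells was not tested for this overlap.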
